A study of Mus musculus with 9 samples. Its data were reported in "The Storage Conditions of High-Fat Diet Are the Key Factors for Diet-Induced Obesity and Liver Damage" (2022).

How the data were processed

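RNA-seq was performed on the liver of mice of the C57BL/6 strain, the standard inbred laboratory strain, fed a high-fat diet (HFD) that had been kept either in a freezer (HFDfre) or in a fridge (HFDfri). The labels put 5 libraries in the HFDfre group and 4 in the HFDfri group, with 1 library per animal as far as they state, and every column of the deposited table was matched to a sample by the code in that sample's title.

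Per the methods of the study, RNA was extracted with TRIzol, sequenced as paired-end Illumina reads, and aligned and quantified with HISAT2. The library kit is given as NEBNext Ultra in the labels and as KAPA RNA HyperPrep in the study's methods, and which of them was used was not settled here. The genome build, the annotation and the use of strand are not stated, nor is any counting program other than HISAT2. The values the authors deposited were treated as estimated counts per gene; they are whole numbers and are not scaled between libraries. Low values pile up at multiples of 4: the value 4 occurs in 3990 gene and library pairs, against 2172 for the value 3 and 1840 for the value 5, and the value 1 occurs in 3658. The cause of this pile-up was not tested. Where the values are estimates and not whole reads, count models treat the size of counting error only approximately. Genes are given as mouse Ensembl identifiers joined to symbols, and 96.3% of the identifiers are in GENCODE M21 (GRCm38), from which the coordinates given here were taken. The authors' build may be another one.

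The table held 33211 genes, of which 19775 had a count in any library. The estimated counts were rounded to whole numbers, which left them as they were. Library totals ran from 58614917 to 69353439 counts, the largest 1.18 times the smallest. Genes were kept with edgeR's filterByExpr by group, which left 14220. The groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and no covariate, as HFDfri minus HFDfre, and p-values were adjusted over all tested genes by Benjamini-Hochberg. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. Levels are given as CPM, a count as a share of the library total after TMM scaling, as mean ± SD. Log2 CPM used a prior count of 2. The thresholds were an adjusted p of 0.05 and a log2 fold change of 1, which is a 2-fold change. The study used DESeq2, which was run here as an alternative (version 1.42.0).

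Lists of genes were tested with camera of limma 3.58.1 on log2 CPM, two-sided, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 7 lists that bear on the study's comparisons. These were the unfolded protein response (UPR), its ATF6, IRE1-XBP1 and PERK-ATF4 branches, proinflammatory genes, profibrotic genes, and the UPR genes that the study measured by RT-qPCR. The lists were written from the genes the study names and from general knowledge of the pathways, and were not checked against a database. All 10 of the RT-qPCR genes are also in the UPR list. A further 7 lists for context and 9 lists of cell and tissue markers were tested in families of their own. For the marker lists the design had planned only values per library, so their tests depart from it. Principal components were computed on the 500 most variable tested genes, and differences of group means in single measures were tested with two-sided exact permutation tests over the 126 splits of the 9 libraries into 5 and 4.

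The design, the named genes and most alternatives were fixed before the data were examined. The genes named are, first, Nnmt, Atf6, Xbp1, Atf4, Eif2ak3 and Ern1, which the study discusses. The others are the 6 genes with the largest increase and the 6 with the largest decrease among genes past the adjusted threshold with a mean log2 CPM of at least 1 and no overlap between the groups, and the members of the 7 lists past the adjusted threshold. The alternatives were DESeq2, limma-voom, DESeq2 size factors, library totals without TMM, no filter, a minimum of 10 counts in every library, robust dispersion, a term for the replicate number, and leaving out each library in turn. For lists they also included fry, an estimated correlation, and preranked GSEA (fgsea 1.28.0, 10000 permutations). For the principal components, all tested genes, 2000 genes, a prior count of 10, library totals and unit variance were used. Alternatives added after the data were seen were a covariate and a batch term for the share of a ribosomal RNA-like locus, a correction for GC content and transcript length (splines with 5 degrees of freedom), and DESeq2 without a filter. Of the tested genes, 99.0% had a transcript sequence for that correction, as had 100% of the UPR list.

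The scripts were tested on simulated data drawn for the 14220 genes with the dispersions of these libraries. Of 100 genes changed by log2 1, 63 were recovered, and of 100 genes changed by log2 2, 88 were recovered, with 7 false calls among 158. A simulation with no change gave 0 genes past the adjusted threshold and 4.58% of genes with an unadjusted p under 0.05. No pair of libraries was so alike as to be 1 library deposited more than once, since the smallest chi-square per degree of freedom of any pair was 94.3. Lists written after the data were seen, of genes with sex-dependent liver expression, fasting, feeding and clock phase, are used only in the closing observations.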

Results

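Liver RNA-seq was available for mice fed an HFD kept in a freezer (HFDfre, n = 5) or in a fridge (HFDfri, n = 4). The comparison addresses how the storage of the diet affects gene expression in the liver. The library totals ran from 60323908 to 68528457 counts in HFDfre and from 58614917 to 69353439 counts in HFDfri, and between 15969 and 16561 genes were detected in each. Neither the totals (exact permutation p = 0.532, adjusted 0.621) nor the genes detected (exact permutation p = 0.278, adjusted 0.389) differed between the groups.

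The composition of the libraries varied. A ribosomal RNA-like locus, Gm26924 (ENSMUSG00000098178, chromosome 17, 39846958 to 39848788, GRCm38), took between 0.466% and 11.1% of the counts. Its share was 5.32% ± 4.23 in HFDfre (SD, n = 5) and 2.14% ± 2.14 in HFDfri (SD, n = 4), a difference within the spread between libraries (exact permutation p = 0.214, adjusted 0.374). Mitochondrial genes took 15.4% ± 3.03 of the counts in HFDfre and 10.7% ± 2.08 in HFDfri (exact permutation p = 0.0397). Major urinary protein (Mup) genes, a family of near-identical copies, took 7.54% ± 1.47 and 12.2% ± 2.40 (exact permutation p = 0.00794, the smallest these 9 libraries allow). Over the 7 measures of composition and depth tested, the adjusted values were 0.0926 for the mitochondrial share and 0.0556 for the Mup share, and neither passed 0.05. The albumin gene took 6.50% ± 0.769 and 6.52% ± 0.770 (exact permutation p = 0.937). The 10 most abundant genes of each library together took 26.6% ± 2.98 and 22.04% ± 1.42 (exact permutation p = 0.0317, adjusted 0.0926).

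Principal component analysis was used to ask whether the groups had different overall profiles. PC1 held 19.1% of the variance of the 500 most variable genes, and its scores were higher in every HFDfri library, from 4.50 to 29.3, than in any HFDfre library, from -22.3 to 2.05. The difference of the means gave an exact permutation p of 0.0159, which became 0.0636 after adjustment over the 4 components tested. It was 0.143 without HFDfre 4, 0.0536 without HFDfri 3 and 0.107 without HFDfri 4, all by the exact permutation test. The components were recomputed each time, so the first of them need not be the same axis as PC1 of all 9 libraries. PC2 held 15.7% of the variance and did not separate the groups (exact permutation p = 0.135, adjusted 0.270).

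**Figure D1:**
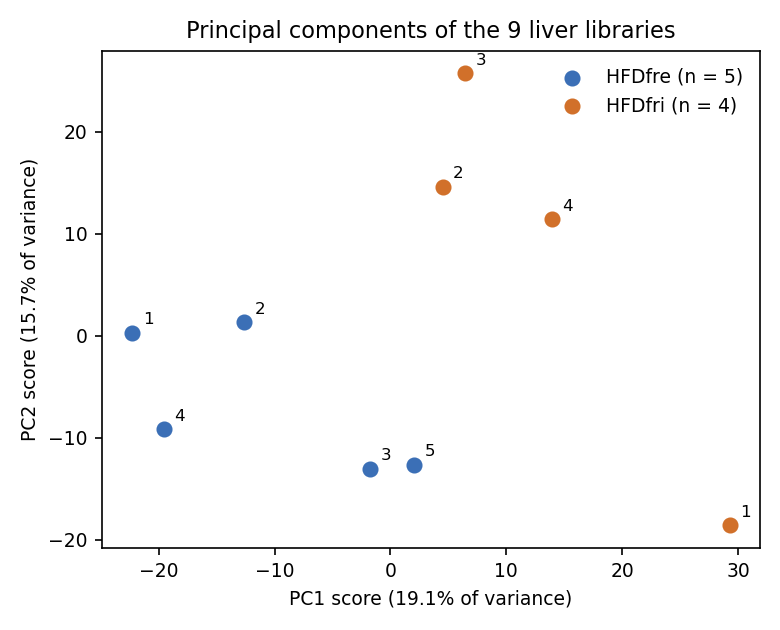
Scores of the 9 liver libraries on PC1 (horizontal, 19.1% of the variance) and PC2 (vertical, 15.7%), with points coloured by group and numbered by replicate. The 4 HFDfri libraries lie to the right of the 5 HFDfre libraries on PC1, with HFDfri 1 farthest at 29.3.

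Of the 14220 genes tested, 150 had an adjusted p under 0.05 with edgeR's quasi-likelihood test, 71 higher and 79 lower in HFDfri. Of all tested genes, 7.69% had no overlap between the libraries of the groups, against 1.59% given by chance. Among the 150 genes, which were selected for a difference between the same libraries, 148 had none. A change of at least 2-fold was found for 47 of the 150 genes, 21 higher and 26 lower. By unadjusted p under 0.05 and a change of at least 2-fold, 286 genes were found, 124 higher and 162 lower. With scaling by library totals the balance turned, and the adjusted 2-fold count had 28 higher and 14 lower. The unadjusted 2-fold count had 155 higher and 139 lower under that scaling. An unadjusted p under 0.05 alone was found for 3009 genes. Across the fits that each left out 1 library, that number ranged from 1966 (without HFDfri 3) to 3715 (without HFDfri 1). The count of 150 depended on single libraries. It was 39 without HFDfre 1, 51 without HFDfre 2, 6 without HFDfre 3, 46 without HFDfre 4 and 6 without HFDfre 5. It was 1106 without HFDfri 1, 235 without HFDfri 2, 10 without HFDfri 3 and 26 without HFDfri 4. DESeq2 on the same genes gave 1033. Scaling by library totals gave 76 genes, of which 72.4% were higher in HFDfri, against 47.3% of the 150, and the correction for GC content and length gave 105, of which 60.0% were higher. With the share of the ribosomal locus as a covariate, 93 genes passed, and 480 passed with libraries over and under a share of 3% as a batch term. Within the 5 libraries under that share (2 HFDfre, 3 HFDfri), 2 genes passed, with 1401 at an unadjusted p under 0.05, and 328 passed by unadjusted p and a 2-fold change. The 4 libraries over it included only 1 HFDfri library, so no test was made there.

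The genes with the largest increase in HFDfri that met the criteria were B3gnt2, Selenbp2, Nr2c2, Serpina1e, Fabp5 and Egfr. Selenbp2 (ENSMUSG00000068877, chromosome 3, 94693556 to 94704413) rose from 225 ± 61.02 CPM (SD, n = 5) to 1246 ± 566 CPM (SD, n = 4), a log2 fold change of 2.47 ± 0.30 (SE) with an adjusted p of 0.0117 by edgeR. Egfr (ENSMUSG00000020122, chromosome 11, 16752203 to 16918158) rose from 160 ± 26.3 to 574 ± 336 CPM, a log2 fold change of 1.85 ± 0.33 (edgeR adjusted p = 0.0354). B3gnt2 (ENSMUSG00000051650, chromosome 11, 22759738 to 22860961) rose from 1.58 ± 1.29 to 9.19 ± 1.86 CPM, a log2 fold change of 2.52 ± 0.46 (edgeR adjusted p = 0.0354). It overlaps RP23-242C19.7 on the same strand, and the counting of shared reads is not stated. The log2 fold changes of Nr2c2, Serpina1e and Fabp5 were 2.18, 2.09 and 2.05. Serpina1e and Selenbp2 have close paralogs and Nr2c2 overlaps a gene on the opposite strand, so their values are uncertain.

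The genes with the largest decrease that met the criteria were Acot3, Sema5b, Cyp4a14, Pnldc1, RP23-242C19.7 and 9130409I23Rik. Acot3 (ENSMUSG00000021228, chromosome 12, 84052144 to 84060402) fell from 28.8 ± 12.4 CPM (SD, n = 5) to 5.26 ± 1.90 CPM (SD, n = 4), a log2 fold change of -2.45 ± 0.30 (SE) with an adjusted p of 0.0117 by edgeR. RP23-242C19.7 (ENSMUSG00000098650, chromosome 11, 22834744 to 22982090) fell from 16.7 ± 3.33 to 5.91 ± 1.85 CPM, a log2 fold change of -1.50 ± 0.22 (edgeR adjusted p = 0.0264). The log2 fold changes of Sema5b, Cyp4a14, Pnldc1 and 9130409I23Rik were -1.64, -1.63, -1.55 and -1.48. Acot3 and Cyp4a14 have close paralogs, and Acot3 also overlaps another annotated gene, so their values are uncertain. Selenbp2 and Acot3 each passed the adjusted threshold in 20 of 21 alternatives. The other genes named for the size of their change passed it in 8 (Nr2c2) to 17 (RP23-242C19.7) of the 21.

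**Figure D2:**
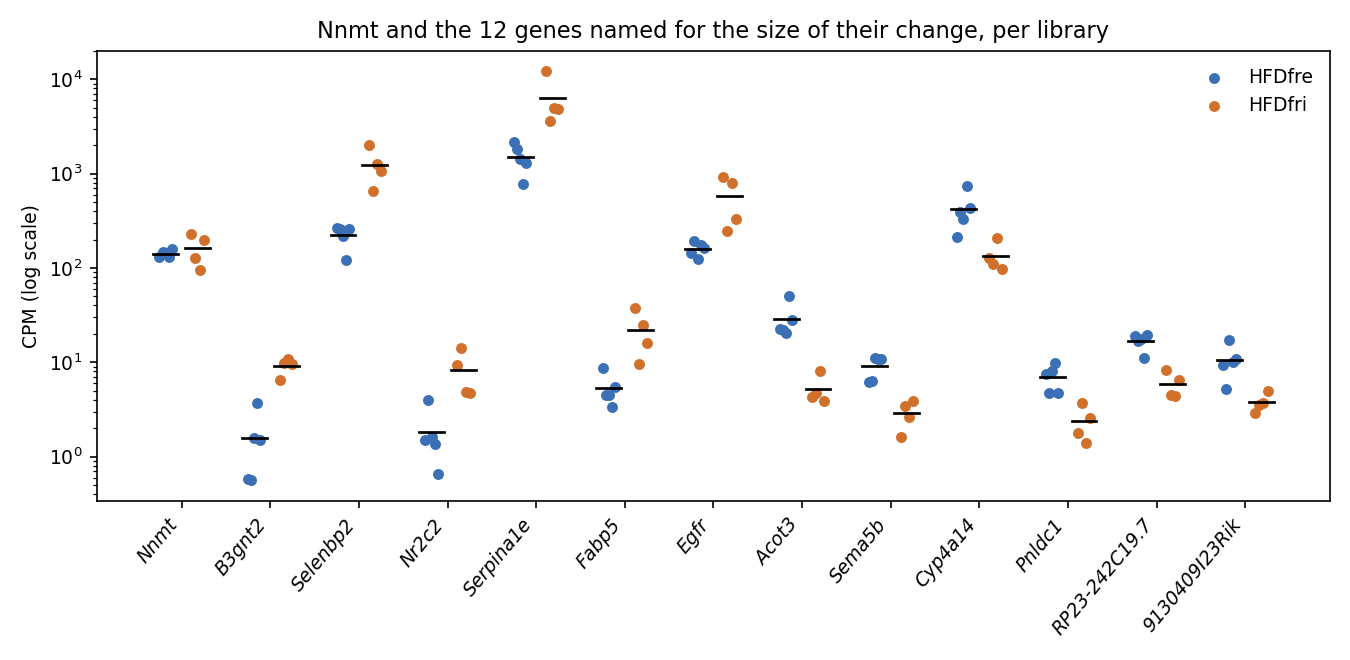
CPM after TMM scaling (vertical, log scale) of Nnmt and the 12 genes named for the size of their change, 1 point per library, with a black line at the mean of each group. Nnmt overlaps between the groups, with means of 142 and 162 CPM, while the libraries of the groups do not overlap for the other 12 genes.

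The UPR, by which cells answer misfolded protein in the endoplasmic reticulum, was examined because the study reports it as raised in HFDfri. Of 112 tested UPR genes, 85 were higher in HFDfri, with a median log2 fold change of 0.19 and an adjusted p of 7.99e-06 by limma's camera. The median was 0.12 without HFDfri 3, with 79 genes higher and a camera adjusted p of 1.69e-04. The mean log2 CPM of the list was 4.09 ± 0.0926 in HFDfre (SD, n = 5) and 4.35 ± 0.179 in HFDfri (SD, n = 4; exact permutation p = 0.0159, adjusted 0.0556 over the 7 lists). Under fry the adjusted p was 0.148, and with an estimated inter-gene correlation camera gave 0.425, the alternative that moved it most, so the call held only with the preset correlation and under preranked GSEA. Over all genes tested 1 member, Tars, had an edgeR adjusted p under 0.05, and 10 did when adjusted over the list alone. Tars (ENSMUSG00000022241, chromosome 15, 11382301 to 11399665) rose from 37.8 ± 3.74 to 62.3 ± 11.99 CPM, a log2 fold change of 0.72 ± 0.13 (edgeR adjusted p = 0.0354). Tars passed the adjusted threshold over all genes in 14 of 21 alternatives.

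All 15 genes of the ATF6 list were higher, with a median log2 fold change of 0.67 and a camera adjusted p of 6.04e-05. The rise was not shared by all HFDfri libraries. The mean log2 CPM of the list was 7.47 in HFDfri 1 and 7.53 in HFDfri 3, but 6.02 in HFDfri 2 and 6.39 in HFDfri 4, against 6.00 to 6.47 in HFDfre (exact permutation p = 0.111, adjusted 0.189). Without HFDfri 1 the median was 0.45 with 14 genes higher, and the camera adjusted p was 0.00797. The list did not pass under fry (0.164) or an estimated correlation (0.425). Over all genes tested 0 members had an edgeR adjusted p under 0.05, 12 had an unadjusted p under 0.05, and 11 passed when adjusted over the list alone. Of the IRE1-XBP1 list, 13 of 16 genes were higher, with a median log2 fold change of 0.28 and a camera adjusted p of 0.00123, which was 0.0832 without HFDfri 1, 0.194 under fry and 0.456 with an estimated correlation. Its alternatives ranged from 6.81e-06 to 0.456. Over all genes tested 0 members passed, 7 had an unadjusted p under 0.05, and 6 passed when adjusted over the list alone.

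The PERK-ATF4 list did not differ. Of 20 tested genes, 14 were higher, with a median log2 fold change of 0.11 and a camera adjusted p of 0.652. Over all genes tested 1 member passed, as did 1 adjusted over the list alone. This was Vldlr (ENSMUSG00000024924, chromosome 19, 27216484 to 27254231), which fell from 2.17 ± 0.687 to 0.731 ± 0.230 CPM, a log2 fold change of -1.56 ± 0.31 (edgeR adjusted p = 0.0396). Vldlr passed the adjusted threshold over all genes in only 9 of 21 alternatives. A further list held the UPR genes that had been measured by RT-qPCR. Of its 10 genes, 9 were higher, with a median log2 fold change of 0.53 and adjusted p of 6.04e-05 by camera, 0.0165 by fry and 0.190 with an estimated correlation. Their mean log2 CPM was 4.73 ± 0.121 in HFDfre (SD, n = 5) and 5.26 ± 0.233 in HFDfri (SD, n = 4; exact permutation p = 0.00794, adjusted 0.0556). Over all genes tested 0 members passed, 9 had an unadjusted p under 0.05, and 9 passed when adjusted over the list alone. How these genes were chosen is not stated, and if they were picked from these libraries, that count is not independent evidence.

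The lists were also compared within the 5 libraries under a ribosomal locus share of 3% (2 HFDfre, 3 HFDfri). The median difference in mean log2 CPM there was 0.12 for UPR, 0.35 for ATF6, 0.13 for IRE1-XBP1 and 0.37 for the RT-qPCR genes, with camera adjusted p of 0.0174, 0.0174, 0.0986 and 0.00964, so the IRE1-XBP1 list did not pass within these libraries. The medians of the PERK-ATF4, proinflammatory and profibrotic lists were -0.02, -0.13 and -0.16 (camera adjusted p = 0.631, 0.353 and 0.353).

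**Figure D3:**
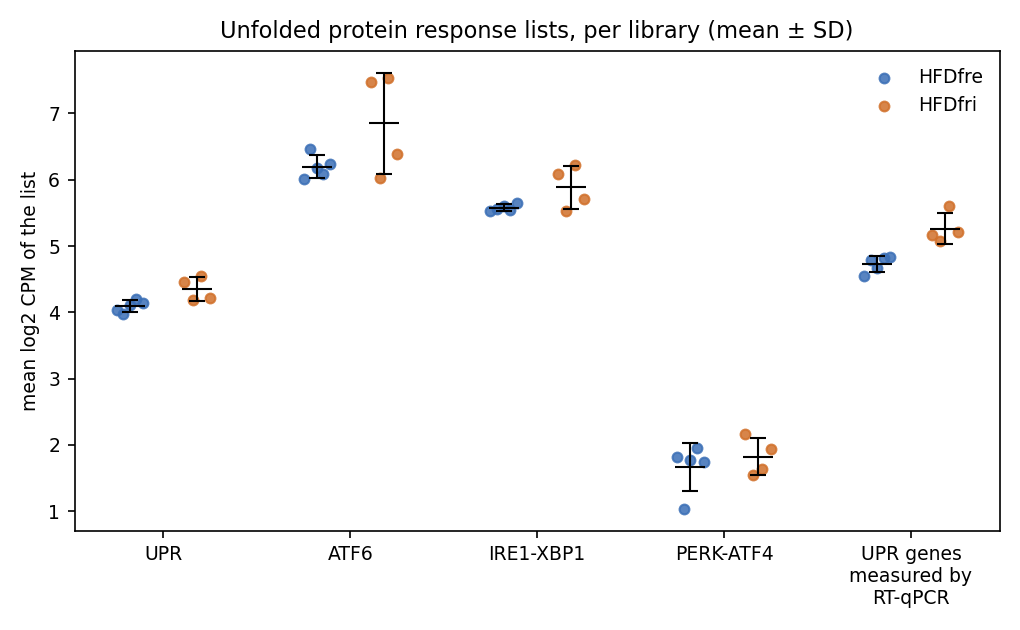
Mean log2 CPM of the genes of 5 UPR-related lists (vertical), 1 point per library, with the group mean and SD in black. In the ATF6 list HFDfri 1 and HFDfri 3 lie at 7.47 and 7.53, while HFDfri 2 and HFDfri 4 lie at 6.02 and 6.39, among or near the HFDfre libraries.

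The regulators of these branches and Nnmt, the gene the study links to PERK and ATF4, were examined singly. Nnmt (ENSMUSG00000032271, chromosome 9, 48591877 to 48605153) was at 142 ± 11.6 CPM in HFDfre (SD, n = 5) and 162 ± 61.7 CPM in HFDfri (SD, n = 4), a log2 fold change of 0.19 ± 0.21 (SE) that was within the spread between libraries (edgeR adjusted p = 0.641). It was -0.04 without HFDfri 1. Atf6 (ENSMUSG00000026663, chromosome 1, 170704674 to 170867771) was at 38.9 ± 2.64 and 50.2 ± 5.68 CPM without overlap between the groups, a log2 fold change of 0.37 ± 0.10 (edgeR adjusted p = 0.0792). It passed in 4 of 21 alternatives, among them DESeq2 (adjusted p = 0.0192), with log2 fold changes from 0.28 to 0.43 over the 21. Xbp1, Eif2ak3 and Ern1 had log2 fold changes of 0.68, 0.93 and 0.41 (edgeR adjusted p = 0.147, 0.166 and 0.174). Eif2ak3 rested on HFDfri 3, without which it was 0.24, and Xbp1 on HFDfri 1, without which it was 0.25. Ern1 was 0.27 without HFDfri 3 and 0.56 without HFDfri 4. Atf4 did not differ, with a log2 fold change of 0.10 (edgeR adjusted p = 0.736), and it was -0.05 without HFDfri 1. Spliced Xbp1 cannot be told from the total in gene counts. The study based PERK activation on phosphorylated eIF2α and on ATF4 protein, which gene counts do not measure. It reported Nnmt as higher in HFDfri as mRNA and as protein, in a larger set of animals than the libraries here.

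Inflammation and fibrosis genes were examined because the study measured them in the livers of mice fed these diets. Of 7 proinflammatory genes 4 were expressed highly enough to be tested, 2 higher and 2 lower, with a median log2 fold change of -0.06 (camera adjusted p = 0.872). Of 10 profibrotic genes 4 were higher and 6 lower, with a median log2 fold change of -0.09 (camera adjusted p = 0.284). Across the fits that each left out 1 library, the profibrotic median ranged from -0.206 (without HFDfri 4) to -0.025 (without HFDfre 1). Over all genes tested 0 members of either list passed, also when adjusted over the list alone. An unadjusted p under 0.05 was found for 2 profibrotic genes, Col1a2 and Col3a1, both lower in HFDfri, with log2 fold changes of -0.66 and -0.62, and for 0 of the proinflammatory genes. Both were singled out after their values were seen.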

Values the study reported

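The study reported 445 genes that changed by at least 2-fold between the livers of the HFDfri and HFDfre groups, at p < 0.05.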

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

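Within each group, 43 measures were searched for a library far from the others, which gave 86 sets of values and 5 such cases, against 4.30 expected by chance, so their number is no more than chance gives. No test was run of what set these libraries apart, and no biological explanation was tested.

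In HFDfre, the mean log2 CPM of the PERK-ATF4 list was 1.04 in HFDfre 2 and between 1.74 and 1.95 in the other libraries, a gap of 0.774 of the range of the group. Several genes of that list have few counts. In HFDfri, Eif2ak3 was at a log2 CPM of 4.48 in HFDfri 3 and between 2.57 and 2.85 in the others, a gap of 0.852 of the range. HFDfri 3 also had one of the highest ATF6 list means, and the log2 fold change of Eif2ak3 was 0.24 without it.

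The remaining cases were named genes in HFDfre. Selenbp2 was at a log2 CPM of 6.92 in HFDfre 4 and between 7.76 and 8.06 in the others, a gap of 0.732 of the range. RP23-242C19.7 was at 3.47 in HFDfre 4 and between 4.06 and 4.28 in the others, a gap of 0.729. Tars was at 4.97 in HFDfre 3 and between 5.24 and 5.32 in the others, a gap of 0.771. For Selenbp2 the low library lies farther from the HFDfri libraries than the rest of HFDfre. For RP23-242C19.7 it lies nearer to them.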

How the results depend on the processing

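The 3 counts of genes changed with the processing. For an adjusted p under 0.05, the 150 genes became 1033 with DESeq2, 76 with library totals, 72 with no filter, 93 with the ribosomal locus covariate, 480 with the ribosomal batch term and 1000 with DESeq2 without a filter. Of the calls, 149 were shared with DESeq2, 61 with library totals, 72 with no filter and 67 with the covariate. For an adjusted p and a 2-fold change, the 47 genes became 134 with DESeq2, 29 with no filter, 100 with the batch term and 127 with DESeq2 without a filter. For an unadjusted p and a 2-fold change, the 286 genes became 603 with no filter and 445 with DESeq2 without a filter. The covariate, the batch term, the GC and length correction and DESeq2 without a filter were chosen after seeing the data. The filter changes the genes tested, from 14220 to 19775 without it; for the other changes the cause was not tested. The 9 fits that each left out 1 library gave from 6 to 1106 genes for the first count, from 5 to 144 for the second and from 252 to 387 for the third.

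The replicate numbers of the labels do not pair the animals: the correlation of deviations from the group means for libraries of the same number was between -0.136 and 0.0813, and over 0.1 for 0 of 4 pairs. With the replicate number as a block, 0 genes passed the adjusted p, with 2536 at an unadjusted p under 0.05, 0 passed it with a 2-fold change, and 255 passed by unadjusted p and a 2-fold change. No list changed its call under the block.

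The UPR, ATF6 and IRE1-XBP1 lists and the UPR genes measured by RT-qPCR were higher in HFDfri in every alternative run. Under an estimated correlation camera gave adjusted p of 0.425 for UPR, 0.425 for ATF6, 0.456 for IRE1-XBP1 and 0.190 for the RT-qPCR genes, and fry gave 0.148, 0.164 and 0.194 for the first 3. Both allow for genes that vary together between animals, which the preset correlation allows for little. The other alternatives of these lists stayed under 0.05, except IRE1-XBP1 without HFDfri 1, but within the 5 libraries under a ribosomal locus share of 3% IRE1-XBP1 did not pass either (0.0986), and UPR and ATF6 were at 0.0174. Across the fits that each left out 1 library, the adjusted p ranged from 1.31e-08 to 0.00113 for UPR, from 1.31e-08 to 0.00797 for ATF6, from 6.81e-06 to 0.0832 for IRE1-XBP1 and from 1.43e-05 to 4.12e-04 for the RT-qPCR genes. For the remaining lists the direction meant is that of the test statistic, which need not be the sign of the median. The PERK-ATF4 list changed direction with at least 10 counts in every library (0.827), under GSEA (0.511), without HFDfre 2 (0.937) and without HFDfri 1 (0.932), and its values ranged from 0.352 to 0.937 across the fits that each left out 1 library. The proinflammatory list changed direction with the batch term (0.893), without HFDfre 1 (0.919), without HFDfre 2 (0.937) and without HFDfri 4 (0.637), with values from 0.496 to 0.937 across those fits. The median of PERK-ATF4 was below 0 without HFDfri 1 (-0.03) and within the 5 libraries under the 3% share (-0.02). The proinflammatory median stayed below 0 in those 4 settings, and was above 0 with at least 10 counts in every library (0.06), under the block (0.21), and without HFDfre 3 (0.04), HFDfre 5 (0.03), HFDfri 2 (0.06) or HFDfri 3 (0.02). Neither passed 0.05 in any alternative, nor did the profibrotic list, and the cause was not tested.

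The exact permutation p of PC1, recomputed each time, ranged from 0.0286 to 0.143 across the fits that each left out 1 library. It was 0.00794 or 0.0159 in the other alternatives. For the named genes, 420 alternative values were computed: 303 kept direction and side of the threshold, 110 no longer passed, 4 newly passed, all for Atf6, and 3 changed direction. The last were Nnmt without HFDfri 1 (-0.0351) and with the batch term (-0.00588), and Atf4 without HFDfri 1 (-0.054), none of them past the threshold. Across the fits that each left out 1 library the log2 fold change of Nnmt ranged from -0.0351 to 0.373 and that of Atf4 from -0.054 to 0.194. The named genes had at least 27 counts in every library.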

Other observations

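The tests of a shift of all genes, feeding state, time of day, sex-dependent genes as lists, Mup paralogs and the overlapping genes were chosen only after the results they bear on had been seen, in full or in part. The other tests were written before their own result was seen, although the list results were known.

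The number of genes with an unadjusted p under 0.05 and at least a 2-fold change was 286 here. That is lower than the value quoted from the study above. DESeq2 on all genes with any count, an alternative chosen after seeing the data, gave 445. That equals the value quoted from the study above. The study does not state whether its p was adjusted, and its methods word the fold threshold differently from its results.

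The 9 libraries were regrouped into 100 splits of 5 and 4, the real one included. As many genes past the adjusted p were found in 1 of the 100 splits, the real one, as were as many genes past the adjusted p and 2-fold (1 of 100) and as many past the unadjusted p and 2-fold (1 of 100). The median of the other 99 splits was 0 genes past the adjusted p and 87 by unadjusted p and 2-fold. A single other split came near, with 148 genes, in which HFDfre 4 takes the place of HFDfri 1. The split of the 4 libraries with over 3% of the ribosomal locus from the others gave 0 genes past the adjusted p, with 307 at an unadjusted p under 0.05, and a UPR camera p of 0.411.

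The lists gave another picture. A camera p as small as the real one was found in 21 of the 100 splits for UPR, 28 for ATF6, 32 for IRE1-XBP1, 77 for PERK-ATF4, 85 for the proinflammatory and 46 for the profibrotic list. For the UPR genes measured by RT-qPCR it was 4 of 100, which is not independent evidence if those genes were picked from these libraries. The exact permutation p of the mean of the list was 0.0159 for UPR and 0.00794 for the RT-qPCR genes, and both became 0.0556 after adjustment over the 7 lists. The smallest UPR camera p over the splits was 1.64e-10, against 1.14e-06 for the real groups. Genes of these lists vary together between animals, and a small camera p with the preset correlation can therefore arise for groupings other than that by diet. In every split that reached the real camera p for UPR, ATF6 or IRE1-XBP1, HFDfri 1 and HFDfri 3 lay on the same side. The split with the smallest UPR p held HFDfri 1, HFDfri 3, HFDfri 4 and HFDfre 5. These counts therefore cannot tell a high level in those 2 HFDfri libraries apart from an effect of the diet. The difference between the medians of the ATF6 and PERK-ATF4 lists, 0.56, was reached in 19 of the 100 splits, so the 2 branches are not shown to differ. All of those splits kept HFDfri 1 and HFDfri 3, the libraries with the highest ATF6 means, on the same side. That count too cannot tell these 2 libraries apart from the diet.

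Explanations of the higher UPR list were weighed. With the ribosomal locus share as a covariate the camera adjusted p was 1.24e-05, and after correction for GC content and length it was 4.5e-06, which argues against either as the whole cause, within the limits of camera given above. Both are single values of alternatives that ranged from 1.31e-08 to 0.425. A shift of all genes is argued against by the scaling by library totals, which does not centre the genes: all tested genes had a median log2 fold change of 0.0514 there, against 0.23 for the list. Feeding state cannot be told apart from the diet groups here: feeding-induced and fasting-induced genes had medians of 0.40 and 0.17, a difference reached in 15 of the 100 splits. The feeding-induced median was 0.20 without HFDfri 3, and the fasting-induced median 0.11 without HFDfri 4. Time of day at collection cannot be told apart from the diet groups either. Genes of the night phase of the clock had a median log2 fold change of -0.06 and those of the day phase 0.34, a difference reached in 3 of the 100 splits. By camera neither list passed (adjusted p = 0.114 and 0.208), nor did the feeding-induced (0.114) or fasting-induced list (0.505). Single genes past the edgeR adjusted p, named after their values were seen, were Dbp of the night-phase list (log2 fold change -0.80, adjusted p = 0.0293) and Acly of the feeding-induced list (0.68, 0.0462). The night-phase median was near 0 over genes that went both ways, with 3 of 9 higher, and it was 0.00 with library totals and -0.26 without HFDfri 3. The day-phase median was 0.13 without HFDfre 5, 0.16 without HFDfri 3, 0.19 with limma-voom and 0.05 with the replicate number as a block. Collection times are not in the labels, and an effect of diet on the clock stays open. The study reported an impaired circadian rhythm of energy expenditure in HFDfri mice and left its mechanism for later work. Chance stays open as well, with an exact permutation p of 0.0159 for the mean of the list, adjusted 0.0556. By camera the real p was reached in 21 of 100 splits, all of which kept HFDfri 1 and HFDfri 3 on the same side.

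Lists of male-predominant and female-predominant liver genes were written after the Mup share and the strongest changes had been seen. Of their tested genes, 0 of 22 and 1 of 19 (Abcd2, named after its value was seen) had an edgeR adjusted p under 0.05. All 22 male-predominant genes were higher in HFDfri, with a median log2 fold change of 0.50 (camera adjusted p = 7.25e-07). Of 19 tested female-predominant genes 14 were lower, with a median of -0.77 (camera adjusted p = 0.00118). The female-predominant median was -0.51 without HFDfre 4, which had the highest mean log2 CPM of that list, 2.44. HFDfre 1, at 0.784, lay below HFDfri 1 (0.873), HFDfri 2 (0.956) and HFDfri 3 (1.09), so the groups overlap for this list. These signs were the same under each scaling. With Abcd2, the only gene of these 2 lists past the adjusted p, left out, the difference of the medians was 1.19, reached in 1 of the 100 splits, which is nearly the same test as with all genes. With Mup genes left out as well, 16 male-predominant and 18 female-predominant genes were left. The difference was then 1.15, again reached in 1 of 100, so reads shared between Mup paralogs do not account for the pattern as a whole. A split that moves only HFDfre 1 to the HFDfri side came close in size. Counted from the remaining HFDfre libraries, its difference was -1.144 without Mup genes, against 1.148, and -1.164 with them, against 1.189. A mislabelled or mixed sex is argued against: Y-linked genes had at least 330 counts in every library, and the highest Xist count was 12. That exceeds the limit of 10 set beforehand for Xist, but stays far below the Y-linked genes. With the ribosomal share as a covariate the difference was 1.16 and after the GC and length correction 1.31, against 1.27 for all list genes, so neither accounts for it. A hypothesis is that the male-type expression program of the liver, which depends on the pattern of growth hormone, may be stronger in HFDfri. It was found and tested on the same data, and reads shared between paralogs of the Cyp families, body weight and time of day were not tested as causes.

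B3gnt2 and RP23-242C19.7 overlap on the same strand of chromosome 11 from 22834744 to 22860961 and changed in opposite directions. The sum of both was 18.3 ± 2.35 CPM in HFDfre (SD, n = 5) and 15.1 ± 0.751 CPM in HFDfri (SD, n = 4), a log2 ratio of -0.278, less than each gene's own change. Reads of the shared region assigned to one gene or the other may therefore account for much of both changes. Transcript-level reads were not analysed here.

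Other lists, written before the data were examined, gave camera adjusted p of 2.35e-05 for cholesterol synthesis (21 of 23 genes higher), 2.35e-05 for interferon genes (2 of 18 higher), 6.08e-04 for heat shock (13 of 13 higher), 0.00167 for acute phase (15 of 17 higher), 0.00754 for PPARA targets (7 of 25 higher), 0.0130 for lipogenesis (12 of 15 higher) and 0.473 for the clock (7 of 17 higher). None passed under fry or an estimated correlation, and their camera p was not recomputed over the splits. The exact permutation p of the mean log2 CPM over all splits into 5 and 4 was 0.0397 for PPARA targets and interferon genes, 0.0635 for lipogenesis and 0.0714 for cholesterol synthesis, each 0.125 after adjustment over these 7 lists. It was 0.127 for heat shock (adjusted 0.178), 0.373 for acute phase (0.435) and 0.484 for the clock, so none passed. For acute phase HFDfri 3, at 6.94, lay below every HFDfre library, the lowest of which was at 7.03. Of the marker lists, tested in a family of 9, lymphocyte genes had the lowest median, -0.79 over the 12 of 13 tested, with 0 higher in HFDfri and a camera adjusted p of 0.0506 (exact permutation p of the list mean = 0.0397, adjusted 0.179). The camera adjusted p was 0.0856 for adipocyte (3 of 8 tested), 0.370 for stellate cell (10 of 10), 0.425 for pancreas (3 of 20), Kupffer cell and macrophage (11 of 12) and hepatocyte (12 of 12), 0.510 for endothelial cell (8 of 8), 0.848 for erythrocyte (7 of 7) and 0.994 for cholangiocyte genes (5 of 7).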
